A study of Pseudomonas putida with 6 samples.

How the data were processed

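RNA was measured in 6 cultures of the soil bacterium Pseudomonas putida KT2440, 3 of a strain called wild-type KT2440tel in the series description and 3 of a mutant called ppGpp0. Per the labels' protocols, overnight cultures were diluted 100-fold in rich medium (lysogeny broth) and grown at 30 °C with shaking at 180 rpm to stationary phase, at an optical density of 4.0. Pellets of 500 µL were extracted with an acid phenol reagent and treated with DNase. Per the labels' protocols, rRNA was then depleted, stranded libraries (first-strand type) were made from total RNA, and paired-end reads of 75 bp were sequenced on 1 instrument model. The tools and settings that turned reads into counts, including the trimming, the aligner, the counting program, the use of strand and the handling of reads that map to several places, are not given in the sources used here. Counts of overlapping features, and of features with a feature on the opposite strand, are uncertain for that reason.

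The authors deposited 1 table of raw counts with 5729 features and 1 column per library. Per the file header, each feature has a start, an end, a strand and a length in bp on version 3 of the KT2440 chromosome record, and the coordinates printed here are those, 1-based. The counts are whole numbers and are not scaled for depth or length. Of the 5564 features with 4-digit identifiers, 99.98% had a length that is a multiple of 3, so those lengths are coding lengths and the table describes no UTRs. Each column was assigned to a sample by its name and number. No column of per-sample values was left unassigned (0 columns), and 0 rows lacked a feature name.

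The table gives identifiers without gene names or products. A reference gene table of another strain, P. putida NBRC 14164 (assembly ASM41267v1), held none of the identifiers (0 of 5729 matched). Gene names are therefore given only for a list of 17 pairs of name and identifier fixed before the data were examined. The pairs come from general knowledge of the KT2440 annotation, and neither the count table nor the reference table states them. They are relA and spoT, which encode the enzymes that make (p)ppGpp, and 15 candidates for stationary-phase, motility and biofilm functions. For 8 of the 17 the reference table of NBRC 14164 has a gene of that symbol with the same length, and for 6 of these 8 at least 2 of the 4 flanking features had equal lengths too. These 6 are relA, spoT, rpoD, fliA, lapD and phaC1 (listed as phaC in the reference), and the other two are rpoS and fleQ. For lapG the reference has a gene of that symbol that is longer, at 762 bp against 693 bp, with equal lengths at 2 of the 4 flanking features. The symbols rpoN, fliC, lapA, lapF, bifA, phaF, crc and cfcR were not found in the reference table, so these names rest on the prior list alone. Genes that were to be found by symbol only (dksA, rmf, hpf, dps, gacA, gacS and csrA) could not be matched to an identifier and were not analysed here.

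The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on all 6 libraries with group as the only term, after filterByExpr (minimum count 10) and TMM scaling. It was two-sided, with Benjamini-Hochberg adjustment over all 5345 features tested and a threshold of 0.05. Fold changes are ppGpp0 over wild type with edgeR's prior count of 0.125, and the standard error of a log2 fold change was taken as its size divided by the square root of F. CPM values are counts scaled by library total and TMM factor. On counts simulated for this comparison over 5345 features, 200 of them changed, edgeR recovered 90.5% of the changed features with 5.73% false calls, and with no feature changed it made 0 calls. Rises and falls were equally likely there, and both groups had the same spread. In the data 60.5% of features were called, and the common biological coefficient of variation was 0.187 in ppGpp0 and 0.09 in wild type. The simulated rates therefore do not show the error rates for data of this kind.

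The fixed list of 15 candidates was also adjusted over the list alone. Gene sets were tested with camera of limma 3.58.1 on voom values with a preset inter-gene correlation of 0.01, with fry beside it. Of 12 sets planned, 3 are defined by ranges of identifiers and were tested. The other 9, defined by symbols or product words (ribosomal proteins, aminoacyl-tRNA synthetases, amino acid and nucleotide biosynthesis, cyclic di-GMP turnover, type VI secretion, pyoverdine, phage genes and chaperones), could not be assembled and were not analysed here. Library totals and shares of counts were compared by exact two-sided permutation tests. With 3 libraries against 3 these cannot give a p-value below 0.1.

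The rule for the features named was fixed before the data were examined: relA, spoT, the candidates, and the largest rises and falls among features past the threshold whose libraries did not overlap between groups and whose mean was at least 10 CPM. The rule allowed 8 per direction. Only 2 per direction are printed by identifier, because the identifiers are not paired with names here. A few features outside the rule are described by position or abundance and were singled out after their values were seen.

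The alternatives were DESeq2 1.42.0, limma-voom, 4 other scalings, 2 other low-count filters, 2 stricter thresholds, the replicate number as a block, leaving out each library in turn, and other set tests. A GC correction had been planned and was not run, because no sequence was used here. After the data were seen, a fit without the rRNA rows was added.

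Totals ran from 3677917 to 4828530 counts per library, so 3 counts correspond to between 0.621 and 0.816 CPM. Within groups the chi-square per degree of freedom between libraries was at least 17.2, so no pair of libraries was a repeat deposit of 1 library. Intervals given for shares of counts cover counting error only, since the reads carry no molecular identifiers.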

Results

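Transcript abundance was measured by RNA sequencing in stationary-phase cultures of P. putida KT2440, a soil bacterium widely used in biotechnology. The cultures were of a wild-type strain, called KT2440tel in the series description, and of a mutant labelled ppGpp0. The series title places the comparison in the stringent response, in which bacteria make the nucleotide (p)ppGpp under starvation, and the comparison asks which transcripts depend on it. Each strain had 3 biological replicates. The wild-type libraries held 4670410 ± 171300 counts (SD, n = 3) and the libraries labelled ppGpp0 4404940 ± 630900 counts (SD, n = 3). The difference was within the spread between replicates (exact permutation test, two-sided p = 0.8, smallest possible 0.1).

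The libraries differed in how much rRNA remained. The 21 rows of 16S, 23S and 5S rRNA took 21.8% ± 9.22 of the counts in wild type and 17.0% ± 7.65 in the libraries labelled ppGpp0 (SD, n = 3 each; exact permutation test, two-sided p = 0.6). The lowest share was 11.5% in ppGpp0 replicate 1 (95% Wilson interval 11.48 to 11.54%) and the highest 31.3% in wild-type replicate 3 (31.29 to 31.37%). The 7 copies of 16S and of 23S are near-identical, and their counts lay within 1.05-fold and 1.22-fold of one another in every library. How the authors divided reads among the copies is not given in the sources used here, so rRNA levels are uncertain. Without the rRNA rows the groups held 3643180 ± 301200 and 3646790 ± 553300 counts (SD, n = 3 each).

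The 10 most abundant features, 7 of them 23S rRNA, took 25.2% ± 8.06 of the counts in wild type and 17.0% ± 7.03 in the libraries labelled ppGpp0 (SD, n = 3 each; exact permutation test, two-sided p = 0.2). With the rRNA and tRNA rows left out, the 10 most abundant features took 17.8% ± 1.22 and 12.1% ± 0.502 of the remaining counts (SD, n = 3 each; exact permutation test, two-sided p = 0.1, the smallest possible). Most of this difference lay in a single feature, which was singled out after its values were seen. This feature has no 4-digit identifier, so it is not among those taken above as coding sequences. It took 8.19% ± 0.806 of those counts in wild type and 3.16% ± 0.209 in the libraries labelled ppGpp0, and the rest of the 10 took 9.65% ± 0.424 and 8.92% ± 0.324 (SD, n = 3 each). That feature had the highest mean share over the 6 libraries, although in ppGpp0 replicate 3 each copy of 23S had more counts. Of all counts it took 6.35% ± 0.288 in wild type and 2.62% ± 0.287 in the libraries labelled ppGpp0 (SD, n = 3 each). The groups did not overlap, and the exact permutation test gave its smallest possible two-sided p of 0.1.

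Replicates resembled each other more closely than they resembled the other group. Across the 5345 features tested, Pearson correlations of log2 CPM within groups were at least 0.974, and those between groups were at most 0.874. These are correlations across genes, which are not independent replicates. The first principal component held 88.6% of the variance and separated the groups, and the second, with 5.10%, spread the libraries labelled ppGpp0.

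The count table pairs no identifier with a gene name, and the names below come from a list of names and identifiers fixed before the data were examined. The labels do not say how the mutant was made. A strain without (p)ppGpp is commonly obtained by removing or disrupting relA and spoT, so both loci were examined first. At relA (PP_1656, chromosome positions 1850915 to 1853155, plus strand) wild type had 258.8 ± 19.5 CPM and the libraries labelled ppGpp0 had 128.7 ± 12.9 CPM (SD, n = 3 each), with raw counts of 689, 575 and 526 in the latter. The log2 fold change was -1.01 ± 0.119 (SE; edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.55e-05). At spoT (PP_5302, positions 6049139 to 6051247, plus strand) the values were 443.5 ± 31.7 and 826.5 ± 92.5 CPM (SD, n = 3 each), with raw counts of 4330, 3019 and 4208 in the libraries labelled ppGpp0. The log2 fold change was 0.90 ± 0.125 (SE; edgeR adjusted p = 0.000116). At both loci the 3 libraries of one group lay above the 3 of the other. Neither locus was near 0 counts in the libraries labelled ppGpp0. The counts are sums over each coding sequence and do not show whether part of it was missing. They therefore do not settle the labels, and every direction below is for libraries labelled ppGpp0 against libraries labelled wild type.

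The next feature on the same strand, at both loci, was singled out after its values were seen. The feature 123 bp after relA (positions 1853279 to 1854112) fell by 3.06 ± 0.213 on the log2 scale (SE; edgeR adjusted p = 6.94e-07). The 4 features that follow it on the same strand were lower too, with log2 fold changes from -5.30 to -1.41. The feature 23 bp after spoT (positions 6051271 to 6051651) fell by 1.41 ± 0.131 on the log2 scale (SE; edgeR adjusted p = 6.52e-06). The feature after it on the same strand was lower too, with a log2 fold change of -1.06 (edgeR adjusted p = 1.56e-05), and the 3 features beyond that one were higher, with log2 fold changes from 0.56 to 1.08.

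**Figure D1:**
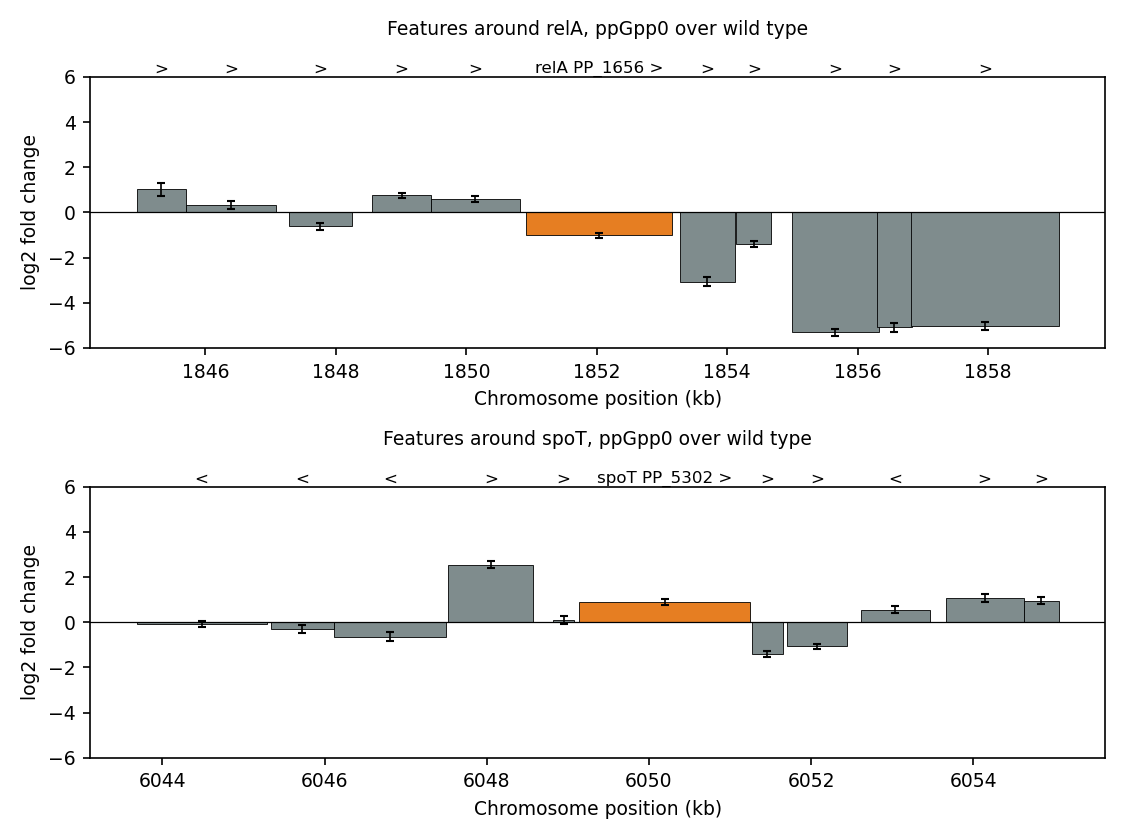
Log2 fold change of ppGpp0 over wild type (y axis; bars, with SE as error bars) of the 5 tested features on either side of relA and of spoT, drawn at their chromosome positions in kb (x axis), with > for the plus strand and < for the minus strand. relA (PP_1656, orange, upper panel) stands at -1.01 and spoT (PP_5302, orange, lower panel) at 0.90, while the next feature on the same strand stands at -3.06 and -1.41.

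Over all features, 3233 of the 5345 tested (60.5%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. Of these, 1574 were higher and 1659 lower in the libraries labelled ppGpp0. A fold change of at least 2 was reached by 1539 of them, 511 higher and 1028 lower. At 8-fold or more the numbers were 11 higher and 210 lower. In 3610 tested features (67.5%) the 3 libraries of one group all lay above the 3 of the other, against 10% by chance, and 3180 of the called features were among these. Testing against a 2-fold change instead of 0 moved the count most, to 911 features (192 higher and 719 lower). Scaling by upper-quartile factors raised the share of calls that were higher from 48.7% to 58.6%, with a median shift of all fold changes of 0.18 on the log2 scale.

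**Figure D2:**
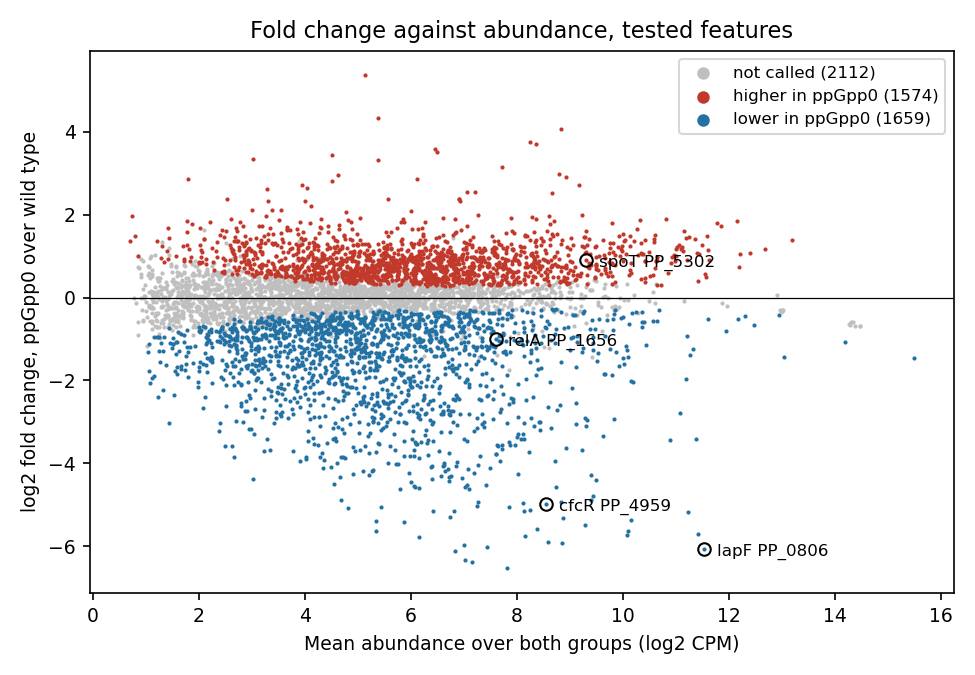
Log2 fold change of ppGpp0 over wild type (y axis) against the mean abundance over both groups in log2 CPM (x axis), 1 point per tested feature, with red for the 1574 called higher, blue for the 1659 called lower and grey for those not called. Falls extend to -6.53 and rises to 5.36, and falls of at least 8-fold (210) outnumber rises of that size (11).

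The largest falls were at PP_2359 (positions 2691840 to 2692373) and PP_2361 (positions 2692903 to 2693697), both on the plus strand. PP_2359 had 443.5 ± 45.2 CPM in wild type and 4.84 ± 2.08 CPM in the libraries labelled ppGpp0 (SD, n = 3 each), a log2 fold change of -6.53 ± 0.242 (SE; edgeR adjusted p = 1.71e-08). PP_2361 had 280.1 ± 16.1 and 3.36 ± 1.48 CPM (SD, n = 3 each), a log2 fold change of -6.39 ± 0.220 (SE; edgeR adjusted p = 1.07e-08). The 8 largest falls ranged from -6.53 to -5.93, and 5 of the 8 lay in 1 run of consecutive identifiers.

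The largest rises were less uniform between replicates. PP_2920 (positions 3320266 to 3321024, plus strand) had 1.64 ± 0.359 CPM in wild type and 68.6 ± 69.4 CPM in the libraries labelled ppGpp0 (SD, n = 3 each). Its log2 fold change was 5.36 ± 1.46 (SE; edgeR adjusted p = 0.0264). Raw counts in the libraries labelled ppGpp0 were 303, 24 and 651, so the size of the rise depended on the library. Its adjusted p rose above 0.05 without wild-type replicate 1 (0.0708), replicate 2 (0.0704) or replicate 3 (0.0682), without ppGpp0 replicate 3 (0.0751), and in limma-voom (0.0664). Over all its alternatives it ranged from 6.55e-06 to 0.0751. The log2 fold change was 4.27 without ppGpp0 replicate 3 and 5.89 without ppGpp0 replicate 2. PP_2047 (positions 2328413 to 2329651, plus strand) had 3.93 ± 0.243 and 79.3 ± 32.5 CPM (SD, n = 3 each), a log2 fold change of 4.34 ± 0.354 (SE; edgeR adjusted p = 2.00e-05). The 8 largest rises ranged from 3.44 to 5.36.

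Of the 15 candidates, 11 passed the threshold over all features tested, and 11 passed when adjusted over the list alone. Of the 11, 3 were higher and 8 lower in the libraries labelled ppGpp0, and in each of the 11 the libraries of the groups did not overlap. The count ranged from 10 to 14 over 16 alternatives, and the highest came from upper-quartile scaling. These alternatives, and those for the single candidates below, leave out both stricter thresholds.

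Among the candidates for regulators, the feature listed as the stationary-phase sigma factor rpoS (PP_1623, positions 1818756 to 1819763, plus strand) had 373.3 ± 27.9 CPM in wild type and 171.6 ± 35.1 CPM in the libraries labelled ppGpp0 (SD, n = 3 each). Its log2 fold change was -1.12 ± 0.155 (SE; edgeR adjusted p = 0.000107). The feature listed as rpoD (PP_0387), the main sigma factor, rose by 0.31 ± 0.113 on the log2 scale (SE; edgeR adjusted p = 0.0355). That call was lost without wild-type replicate 1 (adjusted p = 0.0805), replicate 2 (0.105) or replicate 3 (0.0954) and without ppGpp0 replicate 1 (0.11). It was also lost with the replicate number as a block (edgeR adjusted p = 0.0993). The adjusted p of rpoD ranged from 0.00443 to 0.11 over the alternatives. The feature listed as crc (PP_5292), a regulator of carbon use, rose by 0.87 ± 0.107 (SE; adjusted p = 4.63e-05). Differences at rpoN (PP_0952), fliA (PP_4341) and fleQ (PP_4373) did not pass, with log2 fold changes of 0.16, 0.20 and 0.25 and edgeR adjusted p of 0.274, 0.132 and 0.0792. Among the alternatives all 3 passed under upper-quartile scaling alone (edgeR adjusted p = 0.0435, 0.0103 and 0.00977). Their adjusted p reached 0.599, 0.258 and 0.176 under the others.

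Among the candidates for biofilm functions, the feature listed as the adhesin lapF (PP_0806, positions 926689 to 945621, minus strand) fell from 5833 ± 699 CPM to 86.3 ± 6.13 CPM (SD, n = 3 each), a log2 fold change of -6.08 ± 0.169 (SE; edgeR adjusted p = 6.81e-09) that also placed it among the 8 largest falls. The feature listed as cfcR (PP_4959, positions 5649066 to 5651192, minus strand), a cyclic di-GMP regulator, fell from 727.4 ± 30.7 to 22.9 ± 2.32 CPM (SD, n = 3 each). Its log2 fold change was -4.99 ± 0.139 (SE; edgeR adjusted p = 6.81e-09). The feature listed as the adhesin lapA (PP_0168, positions 194495 to 220543, plus strand) fell from 12284 ± 858 to 4515 ± 106 CPM (SD, n = 3 each), a log2 fold change of -1.44 ± 0.130 (SE; edgeR adjusted p = 5.35e-06). Smaller falls were found at the features listed as lapG (PP_0164) and bifA (PP_0914), with log2 fold changes of -0.74 and -0.73. At lapD (PP_0165) the log2 fold change of -0.24 did not pass (edgeR adjusted p = 0.150), and it passed without ppGpp0 replicate 2 (adjusted p = 0.0161, within a range of 0.0161 to 0.766 over the alternatives).

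The features listed as phaC1 (PP_5003) and phaF (PP_5007), for the storage polymer polyhydroxyalkanoate, had log2 fold changes of -1.55 ± 0.114 and -3.10 ± 0.155 (SE; edgeR adjusted p = 1.16e-06 and 8.11e-08). The feature listed as the flagellin gene fliC (PP_4378, positions 4968179 to 4970242, minus strand) had 3503 ± 364 CPM in wild type and 7329 ± 1475 CPM in the libraries labelled ppGpp0 (SD, n = 3 each), a log2 fold change of 1.06 ± 0.172 (SE; edgeR adjusted p = 0.000328).

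**Figure D3:**
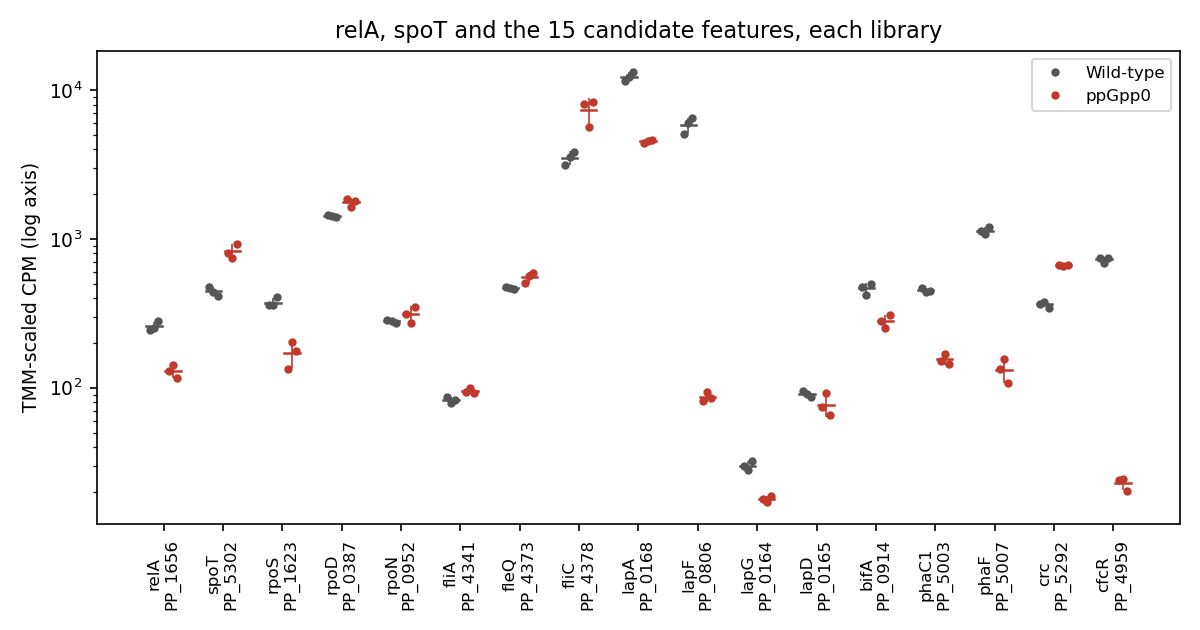
TMM-scaled CPM (y axis, log scale) of relA, spoT and the 15 candidates (x axis) in each library, with 1 point per library, a horizontal bar for the group mean and a vertical line for the SD (n = 3), in grey for wild type and red for ppGpp0. The groups lie farthest apart at lapF (5833 against 86.3) and cfcR (727.4 against 22.9).

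As sets, the 67 features of the flagellar and chemotaxis cluster (PP_4328 to PP_4397) had a median log2 fold change of 0.68 and a mean of 0.43. Of these, 44 were called higher and 6 lower, and single members ranged from -4.16 to 1.45 (camera, Benjamini-Hochberg adjusted p = 1.03e-05; fry, 0.000581). The 9 features of the lap loci (PP_0164 to PP_0168 and PP_0803 to PP_0806) had a median of -1.44 and a mean of -2.67, with 7 called lower and 1 higher (camera adjusted p = 0.000685; fry, 5.47e-06). The 2 loci differed: PP_0164 to PP_0167 ran from -0.74 to 0.40, and PP_0168 stood at the median. PP_0803 to PP_0806 all fell further than the median, so most of the mean came from that locus. The 6 features of the polyhydroxyalkanoate cluster (PP_5003 to PP_5008) had a median of -2.22 and a mean of -2.16, and all 6 were called lower (camera adjusted p = 7.76e-05; fry, 5.65e-06). None of the 3 calls held when camera estimated the correlation within each set (camera adjusted p = 0.068, 0.068 and 0.0785). All 3 sets passed fry, but fry asks whether the features of a set changed, not whether they changed more than other features. With 60.5% of all tested features called, passing fry adds little to the camera calls.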

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

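The alternatives were fixed before the data were examined, except the fit without the rRNA rows, which was chosen after the data had been seen.

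The count of changed features lay between 2549 and 3337 under every alternative except the test against a 2-fold change, and these included DESeq2 (2992), limma-voom (3237) and the replicate block (3094). Testing against a 2-fold change with glmTreat gave 911 features, 192 higher and 719 lower, and 911 for those changed at least 2-fold. That test asks for a larger effect, so its lower count follows from its construction. Leaving out 1 library at a time gave 2821 to 3231 changed features, 1361 to 1570 higher, 1433 to 1661 lower and 1506 to 1586 changed at least 2-fold. Calls shared with the edgeR fit of all 6 libraries had the same direction under each other tool, scaling and filter, under the block and without 1 library at a time. Among these fits, which leave out both stricter thresholds, the share of the 3233 calls kept was lowest, 83.8%, with a minimum mean of 50 counts, which tests fewer features (4089).

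Scaling by library totals and by upper-quartile factors shifted all fold changes by a median of 0.15 and 0.18 on the log2 scale. The share of calls that were higher came to 55.5% and 58.6%, against 48.7% under TMM. Upper-quartile scaling added rpoN, fliA and fleQ to the candidates called.

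relA and spoT kept their direction and their calls under all 16 alternatives other than the stricter thresholds. Their log2 fold changes lay between -1.08 and -0.83 and between 0.81 and 1.09. Without 1 library at a time they lay between -1.08 and -0.93 and between 0.81 and 0.97. The candidates called numbered 10 to 12 without 1 library at a time.

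The labels number the libraries 1 to 3 in both groups without saying that a number marks a shared day. Deviations of same-numbered libraries from their group means, over features other than rRNA, correlated across features at 0.01, -0.06 and -0.13, so the numbers were not taken to pair the libraries. With the number as a replicate block, 3094 features were called (1487 higher and 1607 lower), 3043 of them shared with the 3233. Among the features named in the report the block changed 1 call, rpoD (edgeR adjusted p = 0.0993, in a range of 0.00443 to 0.11 over its alternatives).

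Among the named features, the calls of rpoD and PP_2920 depended on single libraries, as given in the report, and lapD was called without ppGpp0 replicate 2.

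The medians of the 3 gene sets kept their direction under every alternative. Without 1 library at a time they lay between 0.60 and 0.80 for the flagellar cluster, between -1.49 and -1.39 for the lap loci and between -2.27 and -2.17 for the polyhydroxyalkanoate cluster, and all 3 were called each time. With the correlation estimated per set, camera called 0 sets at the same medians of 0.68, -1.44 and -2.22 (adjusted p = 0.068, 0.068 and 0.0785, unadjusted p = 0.0453, 0.0321 and 0.0785), while fry called all 3. Both camera runs used the same values and differed only in whether the correlation was preset at 0.01 or estimated, so the calls depended on that setting. The test by fry asks a different question, whether the features of a set changed at all, so its calls do not offset this.

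The difference in library size, ppGpp0 minus wild type, was -265470 counts. It reversed to 2541 without the rRNA and tRNA rows and to 98046 without ppGpp0 replicate 2, and ranged from -467110 to 98046 without 1 library at a time. The exact permutation test could not pass its threshold at this sample size, so it says nothing about the stability of these differences. The difference in the share of the 10 most abundant features was -8.21 percentage points and ranged from -12.2 without wild-type replicate 1 to -4.15 without wild-type replicate 3. The fits with a GC correction, with and without the replicate block, were not run.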

Other observations

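The following tests were chosen only after the result they bear on had been seen: the lowest count at relA and spoT, the correlation between groups and the partial loss of a coding sequence, the tests of 1 ppGpp0 library out of line and of a lower depth in ppGpp0, the correlation of same-numbered libraries, and the fit without the rRNA rows. For the other tests the expected outcomes were written down before the test was run, though the patterns, apart from the counts of splits, had been noticed in the same data.

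Every split of the 6 libraries into 3 and 3 was compared with the real one. Of the 10 splits, 1, the real one, gave 3233 changed features, and none of the other splits gave as many. For the 15 candidates, too, 1 of the 10 splits, the real one, called as many. The other splits mix the strains, which puts the difference between strains into the spread, so they are a weak comparison. For the gene sets, 6 of the 10 splits, the real one among them, called all 3 sets with the preset correlation. The set calls by camera therefore do not separate the real grouping from mixed ones. Each mixed split is unequal by strain, so part of the strain difference stays in its contrast. This count thus cannot tell chance calls by camera from calls of that remaining difference. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count alone.

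Counts remained at relA (PP_1656) and spoT (PP_5302) in all 3 libraries labelled ppGpp0. If both coding sequences were wholly absent from the strain, no more than about 3 counts would be expected, and the lowest count was 526. Wild-type RNA mixed into these libraries would keep abundant transcripts up, yet 107 of the 1397 features with at least 100 CPM in wild type lay below 10% of their wild-type level, while PP_1656 stood at 49.7%. Single libraries exchanged between the groups would bring 1 pair across groups as close as replicates, and the highest correlation between groups was 0.874, below the lowest within a group, 0.974. What stays open is that part of each coding sequence was removed or interrupted, which may leave reads on the rest. The level of 49.7% at PP_1656 and 186.3% at PP_5302 cannot decide this, because counts are summed over each feature, and an exchange of all labels of 1 group with the other is not excluded by these values either. Coverage along both genes would show it.

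The fold change dropped by 2.055 on the log2 scale from relA (PP_1656) to the next feature and dropped by 2.308 from spoT (PP_5302) to the next. Drops as large occurred in 2.84% and 2.02% of the 3062 neighbouring same-strand pairs at most 200 bp apart. Both pairs were singled out after their values were seen, so these shares do not decide between an ordinary difference of neighbours and a local effect of how the strain was built. The 4 features beyond the one next to relA were lower too, with log2 fold changes from -5.30 to -1.41, so the fall there is not peculiar to the feature next to relA. After spoT the second feature was lower too, at -1.06, and the 3 beyond it were higher, from 0.56 to 1.08. Separate regulation of the neighbouring genes stays open.

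Fold changes followed chromosome position. Across the 5345 tested features, the Spearman correlation of the log2 fold change with the circular distance from position 1 was -0.16. The median was 0.17 for the 867 features within 0.5 Mb of position 1 and -0.24 for the 815 within 0.5 Mb of the opposite point, a 1.33-fold difference. These are correlations across genes, which are not independent. A chance arrangement of locally correlated values is argued against by rotating the fold changes around the chromosome, where a share of 0.00674 of 5344 rotations gave as strong a correlation. Abundant features lying near position 1 are argued against by the partial correlation of -0.14 given the mean CPM. A higher gene dosage towards the start of the numbering in the libraries labelled ppGpp0 is consistent with the values: the axis of the strongest correlation lay 0.05 Mb from position 1, and the slope was negative in both arms, -0.09 and -0.24 per Mb on the log2 scale. The hypothesis is that these cells carried more copies near the replication origin, for example through continued replication in stationary phase. The location of the origin near position 1 is general knowledge and was not read from the data, and clustering of co-regulated genes along the arms stays open. So does a contribution of a few strongly changed regions: the 3781 features changed less than 2-fold gave a correlation of -0.18, but weaker members of such regions remain among them, so this value does not decide it.

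Falls of at least 8-fold (210) outnumbered rises of at least 8-fold (11). The scaling of the libraries could produce such an imbalance, and over the 5 scalings the lowest ratio of falls to rises was 11.1. A dependence of many stationary-phase transcripts on (p)ppGpp, the difference the design names, stays open and was not tested separately. The labels give no growth curves, so it cannot be told apart here from a difference in growth stage between the strains at harvest.

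The spread between libraries was wider in ppGpp0 than in wild type. The common biological coefficient of variation was 0.187 over the 3 libraries labelled ppGpp0 and 0.09 over the 3 wild-type libraries, with rRNA rows left out. A lower depth in ppGpp0 is not settled by the counts without rRNA rows. The libraries labelled ppGpp0 held on average 3611 more, far within the spread between libraries (SD 553300 in ppGpp0 and 301200 in wild type). Median counts per feature were 128, 101 and 107 in ppGpp0 and 152, 139 and 117 in wild type. Thinning all libraries to 3171323 counts left the ratio at 2.08, but with no difference in mean depth to remove this adds nothing. One library out of line is argued against by the pairs: the closest ppGpp0 pair had 0.149, above the farthest wild-type pair at 0.115. A difference in growth stage between the mutant cultures at harvest may contribute and stays open, as does a biological difference in variability, since the labels give no growth curves.

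The 23S share of counts differed widely within each group, from 7.35% to 24.2% in wild type and from 6.33% to 20.2% in the libraries labelled ppGpp0, and in both groups it was lowest in the library numbered 1 and highest in that numbered 3. A shared processing batch acting on all transcripts is argued against, since deviations of same-numbered libraries in other features correlated at 0.00962 at most. Whether unequal rRNA removal affected the gene calls stays open. With the rRNA rows left out 3202 of the 3233 calls were kept, but this leaves the counts of the other features as they were and does not decide it. Unequal rRNA depletion between libraries stays open too as the source of the 23S differences.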
